# Integrated microRNA, mRNA, and protein expression profiling reveals microRNA regulatory networks in rat kidney treated with a carcinogenic dose of aristolochic acid

**DOI:** 10.1186/s12864-015-1516-2

**Published:** 2015-05-08

**Authors:** Zhiguang Li, Taichun Qin, Kejian Wang, Michael Hackenberg, Jian Yan, Yuan Gao, Li-Rong Yu, Leming Shi, Zhenqiang Su, Tao Chen

**Keywords:** Aristolochic acid, Carcinogenesis, Kidney tumor, microRNA, Proteomics, Deep-Sequencing, RNA array, Target prediction, Rat

## Abstract

**Background:**

Aristolochic Acid (AA), a natural component of Aristolochia plants that is found in a variety of herbal remedies and health supplements, is classified as a Group 1 carcinogen by the International Agency for Research on Cancer. Given that microRNAs (miRNAs) are involved in cancer initiation and progression and their role remains unknown in AA-induced carcinogenesis, we examined genome-wide AA-induced dysregulation of miRNAs as well as the regulation of miRNAs on their target gene expression in rat kidney.

**Results:**

We treated rats with 10 mg/kg AA and vehicle control for 12 weeks and eight kidney samples (4 for the treatment and 4 for the control) were used for examining miRNA and mRNA expression by deep sequencing, and protein expression by proteomics. AA treatment resulted in significant differential expression of miRNAs, mRNAs and proteins as measured by both principal component analysis (PCA) and hierarchical clustering analysis (HCA). Specially, 63 miRNAs (adjusted p value < 0.05 and fold change > 1.5), 6,794 mRNAs (adjusted p value < 0.05 and fold change > 2.0), and 800 proteins (fold change > 2.0) were significantly altered by AA treatment. The expression of 6 selected miRNAs was validated by quantitative real-time PCR analysis. Ingenuity Pathways Analysis (IPA) showed that cancer is the top network and disease associated with those dysregulated miRNAs. To further investigate the influence of miRNAs on kidney mRNA and protein expression, we combined proteomic and transcriptomic data in conjunction with miRNA target selection as confirmed and reported in miRTarBase. In addition to translational repression and transcriptional destabilization, we also found that miRNAs and their target genes were expressed in the same direction at levels of transcription (169) or translation (227). Furthermore, we identified that up-regulation of 13 oncogenic miRNAs was associated with translational activation of 45 out of 54 cancer-related targets.

**Conclusions:**

Our findings suggest that dysregulated miRNA expression plays an important role in AA-induced carcinogenesis in rat kidney, and that the integrated approach of multiple profiling provides a new insight into a post-transcriptional regulation of miRNAs on their target repression and activation in a genome-wide scale.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1516-2) contains supplementary material, which is available to authorized users.

## Background

Aristolochic acid (AA) is found in plants of the genus *Aristolochia* and *Asarum* [1]. Use of dietary supplements and other botanical products containing AA has caused severe nephrotoxicity and consequent renal replacement therapy [2,3]. Animal studies show that AA results in renal failure in rodents and induces tumors in the kidney and other tissues of rabbits, rats and mice [4,5]. AA is among the most potent 2% of the carcinogens in the Carcinogenic Potency and Genotoxicity Databases. As a result, the U.S. Food and Drug Administration (FDA) issued a Consumer Advisory in 2001 warning consumers against using dietary supplements and other botanical products containing AA, and the FDA also requested a recall of these products and published a list of botanical products that contained AA. However, products containing AA have not been banned in the US or many other countries. AA-induced carcinogenesis has been attributed to the mutagenicity and DNA adducts formed in the kidney and other tissues of AA nephropathy patients. On the other hand, AA induced similar DNA adduct formation in both the kidney and liver of mice, but tumors preferentially occurred in kidney [6]. This suggests that in addition to the genetic alterations induced by AA, alternative mechanisms such as epigenetic remodeling and miRNA (miRNA) modulation might also play an important role in AA-induced cancers.

miRNAs represent a class of non-coding small RNA (~22 nt) that are ubiquitously present in different kinds of organisms from *C.elegans* to mammals [7,8]. miRNAs are involved in the post-transcriptional regulation of gene expression via binding to the 3’ UTR region of target mRNAs, resulting in mRNA degradation or translation inhibition [8]. Each miRNA usually targets multiple, even hundreds of mRNAs [9]. It is believed that one third of human genes are subject to miRNA control. miRNAs regulate a variety of developmental and physiological processes, including control of leaf and flower development in plants [10] and neuronal patterning in nematodes [11]. Recent studies indicate that miRNAs are involved in the regulation of pathways that are associated with the initiation and progression of many types of tumors [12-14]. miRNA expression was found to accurately identify the tissue origin of cancers, including distal metastatic colonies of unknown primary origin [15]. miRNAs affect tumor metastasis, such as the lung and bone metastasis of human breast cancer [16]. Moreover, miRNAs are associated with chemical carcinogenesis and regulate gene expression that is important in every stage [17].

Deep sequencing, also known as next generation sequencing, has undergone tremendous acceptance in the past few years. By sequencing DNA or RNA in a massively parallel fashion, deep sequencing technologies dramatically reduce both the cost-per-base and time required to decode an entire genome or transcriptome [18-20], making sequencing a cost-effective option for many experimental approaches. Moreover, it has very low, if any, background signal, and does not have an upper limit for quantification, resulting in a large dynamic range of expression levels over which transcripts can be detected [21]. Toxicoproteomics is a new discipline that applies proteomics concepts and approaches to toxicological studies. It can elucidate pathological responses to a specific toxicant at the protein molecule level, including qualitative and quantitative measurements of protein expression, protein modifications, and protein-protein/toxicant interactions [22].

A primary research objective of miRNA biology is to understand the post-transcriptional regulation of the target genes and the effect on biological functions. However, due to the different mechanisms of miRNA regulation, the targets can be translationally repressed with a concordant decrease in mRNA abundance or without significant mRNA degradation, or have decreased mRNA abundance with little protein change [23-25]. Moreover, miRNAs can switch from repression to activation depending on different stages of the cell cycle [26]. Therefore, in order to understand miRNA regulation in AA-induced kidney tumorigenesis, we integrated deep sequencing data for global miRNA and mRNA expression with proteomics data for global protein expression in conjunction with target identification of dysregulated miRNAs from the miRTarBase [27,28]. Compared with using miRNA target prediction tools such as miRanda and TargetScan [29,30], we selected those targets that were published and validated to study their miRNA transcriptional and translational regulations [31,32], thus providing a novel approach to enhance our understanding of the biological role of miRNA in AA-induced carcinogenesis in rat kidney. The details of the proteomics data from rats treated with AA were reported separately [33]. This work will contribute to our understanding of the biological processes driving AA-induced carcinogenesis at the miRNA, mRNA and protein levels as well as representing a generalizable strategy that can be extended to study the functional role of miRNAs and their regulation of target expression in organs or tissues of interest.

## Results

### AA treatment resulted in functionally differential miRNA expressions in rat kidney

Dysregulated miRNA expression has been linked to cancer in experimental animal models and patients [34]. To investigate the effects of AA exposure on miRNA expression under conditions that resulted in kidney tumors, we treated 4 rats for 12 weeks with AA along with 4 control rats treated with vehicle, following a carcinogenetic protocol that has been demonstrated to result in kidney tumors [35]. All the rats were sacrificed one day after the last treatment and the kidneys were removed for miRNA deep sequencing analysis. 

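Aristolochic acid (AA) is a nephrotoxic and carcinogenic compound of Aristolochia plants. The 4 AA-treated rats received it by gavage at 10.0 mg/kg body weight in 4 ml/kg, 5 times a week, starting at an age of 6 weeks, and the 4 control rats were given 0.9% sodium chloride solution at the same times. The paper gives the duration as 12 weeks for every rat. In the sample labels, the descriptions give 12, 13, 14 and 15 weeks for the rats numbered 1, 2, 3 and 4 of each group. The treatment protocol in the same labels gives 12 weeks. The labels also give an age of 18 weeks for all 8 rats, which fits a start at 6 weeks and 12 weeks of treatment. The paper's 12 weeks was used. Small RNA of each kidney was sequenced as a library of its own. The authors removed adaptor sequences and contaminated reads, assigned the remaining reads to known rat miRNAs with the miRanalyzer webserver, and deposited the number of reads counted on each mature miRNA in each rat, without normalization. The counts on miRNAs summed to between 13736874 and 15525397 per control rat, with a median of 14962654, and to between 13412373 and 15616670 per AA-treated rat, with a median of 14507721. These totals did not differ between the groups (exact permutation test, two-sided, p = 0.771, n = 4 per group). The paper's account of the sequencing, before mapping, gives 16400000 to 19700000 reads per control rat and 16300000 to 22000000 per AA-treated rat. Those are read numbers rather than counts on miRNAs, so that they are no discrepancy with the totals above. The deposited counts were used. A few miRNAs took a large share of the counts, since the 3 most abundant miRNAs of each library made up 48.3% to 60.1% of it. miR-21 alone took 2.51% to 3.39% of the counts in the control rats and 7.43% to 19.2% in the AA-treated rats. Counts were divided by median-of-ratios size factors, the normalization of the DESeq package, which ranged from 0.818 to 1.05 in the control rats and from 0.891 to 1.28 in the AA-treated rats. "Normalized counts" refers to these values. Differences between the groups were tested with edgeR's quasi-likelihood test over all 620 miRNAs listed, with p values adjusted by the Benjamini-Hochberg method. As in the paper, fold changes are ratios of the mean normalized counts of the 4 rats of each group. Where no rat of a group had more than 3 counts, the fold change printed is a lower bound computed against 3 counts, whereas numbers of miRNAs past a fold change threshold use the ratio of means itself. PCR reads are not independent molecules, so that this limit covers counting error only. No library repeated another, since even the 2 most similar rats of a group differed by a chi-square of 446.6 per degree of freedom, where sampling noise alone gives 1. The paper's methods give the default parameters of the webserver for miRNAs and do not name the rule for reads that match several miRNAs, which leaves the counts of miRNAs with near-identical sequences uncertain.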

The short reads were mapped to Sanger miRBase (miR 16) [36]. 

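The deposited table listed 620 miRNAs, and each of them had at least 1 count in at least 1 of the 8 samples. At least 1 count in every sample was found for 433 miRNAs, at least 3 counts in at least 1 sample for 516 miRNAs, and at least 10 counts in every sample for 305 miRNAs. The counts of 124 miRNAs summed to less than 10 over all 8 samples. A single AA-treated rat had between 516 and 528 miRNAs with at least 1 count, with a mean of 522 ± 6.65 (SD, n = 4), and a single control rat between 506 and 514, with a mean of 509 ± 3.46 (SD, n = 4). Each AA-treated rat thus had more detected miRNAs than each control rat (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 rats against 4 allow).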

There were 417 detectable miRNAs in at least one of the 8 samples. First, classification analyses were conducted to explore global alteration of miRNAs by the AA treatment. Hierarchical clustering analysis (HCA) was performed to globally view the groups among the 8 samples in terms of the expression profile of all the detectable miRNAs. These samples are divided into two branches, one comprises 4 AA-treated samples and the other contains the 4 control samples. This indicates that miRNAs have similar and consistent expression patterns within each group, but are distinct from each other, demonstrating the profound impact of AA treatment on miRNA expression in rat kidney (Figure 1A). 

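For the clustering, the counts of each sample were scaled to 1000000 reads and log2 transformed after adding a pseudocount of 1, since the paper's text does not name one, and each miRNA was scaled to a mean of 0 and an SD of 1 across the 8 samples. The Euclidean distance between 2 samples was on average 28.6 ± 4.77 (SD, 6 pairs) among the control rats, 34.7 ± 3.64 (SD, 6 pairs) among the AA-treated rats, and 37.0 ± 5.68 (SD, 16 pairs) between the groups. The difference between the last 2 means is smaller than the spread between pairs. Pairs share rats and are not independent, so that this comparison cannot decide whether the groups separate. With average linkage, control rats 1 and 2 joined at a distance of 23.7, and control rat 3 joined them at 24.7. AA-treated rats 2 and 3 joined each other at 29.2 and these 3 control rats at 32.1. AA-treated rat 1 followed at 33.3, control rat 4 at 36.9 and AA-treated rat 4 last at 41.4. The division into 2 branches therefore separated AA-treated rat 4 from the other 7 samples, and 5 of the 8 samples were in the branch of their own group. Any division of 1 sample from the other 7 gives 5, whichever sample it is, so that this number does not count misplaced samples. When the miRNAs were centred but not scaled to an SD of 1, or when the distance was 1 minus the Pearson correlation, the 4 AA-treated and the 4 control samples formed 2 separate branches, with 8 of 8 samples in the branch of their own group.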

The same phenomenon was revealed by the principal component analysis (PCA) analysis, further supporting that miRNA expression is profoundly changed by AA treatment at the genome scale.

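On the same scaled values, the first principal component (PC1) held 33.2% of the variance and the second (PC2) 21.95%. The PC1 scores of the control rats lay between -13.6 and -10.8, and those of the AA-treated rats between 4.82 and 26.4, without overlap (exact permutation test of the difference in mean score, two-sided, p = 0.0286, the smallest p that 4 rats against 4 allow). PC2 held the rats numbered 4 apart, with scores of -20.7 for control rat 4 and -13.6 for AA-treated rat 4 against 1.07 to 15.0 for the other 6 rats. The division into AA-treated and control rats accounted for 29.0% of the total sum of squares over the 620 miRNAs, more than any other of the 35 divisions of the 8 rats into 4 and 4. The next largest share was 19.4% (exact permutation test, p = 0.0286). The choice that moved both shares most was to leave the miRNAs unscaled, which put 53.8% of the variance on PC1 and 49.8% between the groups. Without the rats numbered 4, the share between the groups was 34.4%, the largest of 10 divisions, a number that does not allow a p below 0.1. From the separation of the groups in the clustering and in the PCA, the paper concludes that AA treatment changed miRNA expression profoundly at the scale of the genome.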

**Figure 1:**
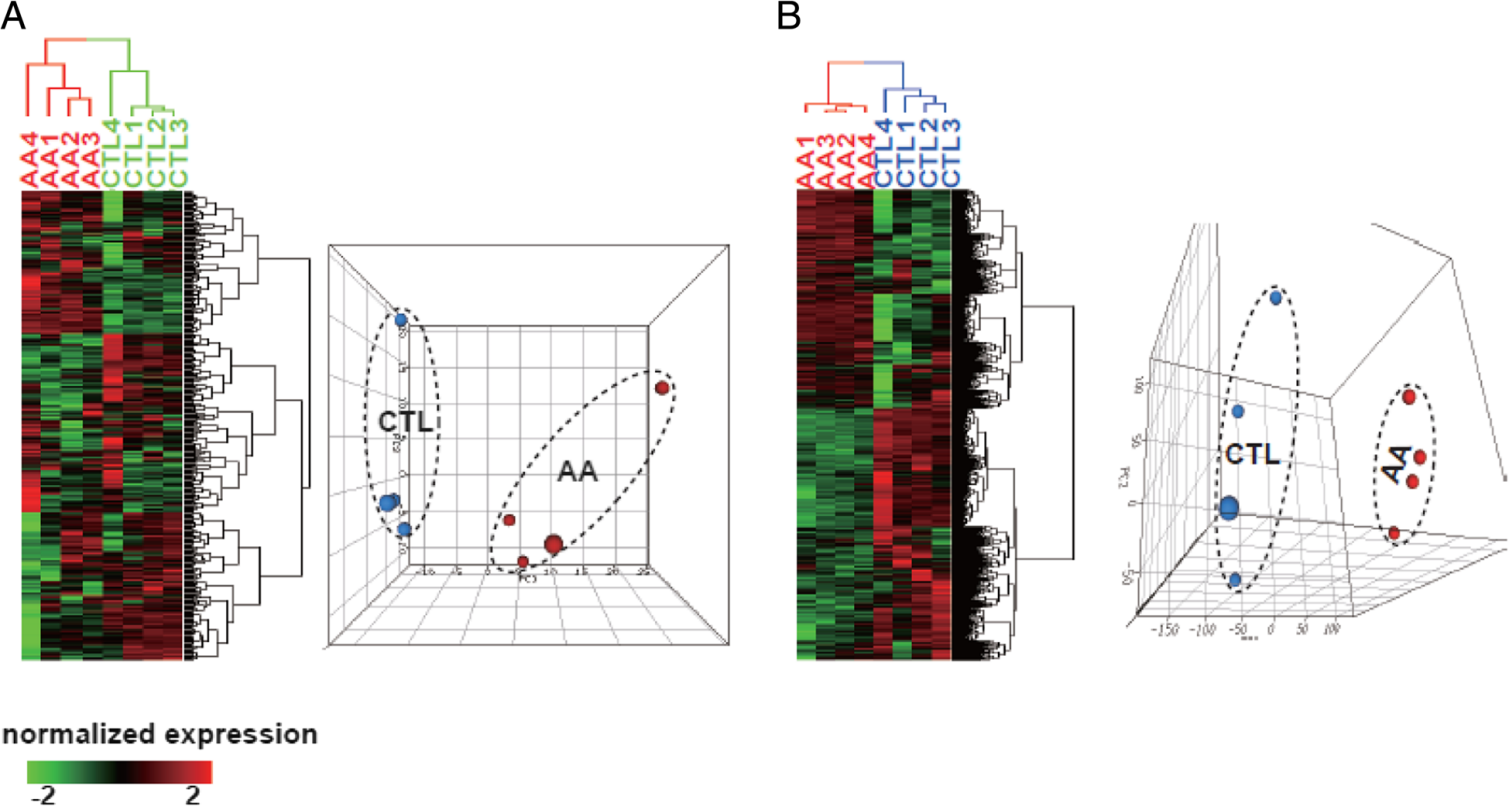
Identification of differentially expressed miRNA and mRNA in kidney in rat treated with AA. **A**. Classification of samples according to expression intensity of the 417 detectable miRNAs. Hierarchical clustering analysis separates the 8 samples into two groups that are consistent with control and the treatment groups. Principal component analysis groups samples into the AA- treated and control clusters. **B**. Classification of 8 samples according to expression level of the 23939 detectable mRNAs. Hierarchical clustering analysis separates the 8 samples into two groups that are consistent with the control and treatment groups. Principal component analysis groups samples into the AA- treated and control clusters.

Next, we investigated which miRNAs were significantly dysregulated by AA treatments. All the 417 detectable miRNAs were used to find differentially expressed miRNAs (DEM). Read count normalization, statistical analysis and p value adjustment were performed using the DEseq methods. 

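In the comparison of 4 AA-treated with 4 control rats, 56 of the 620 miRNAs had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a fold change over 1.5, and 148 had an unadjusted p under 0.05. Over all 620 miRNAs tested, 101 (16.3%) had all 4 AA-treated rats on the same side of all 4 control rats, where chance gives 2.86%. Of these 101, 52 were among the 56, which the test selects for such a separation. Among the other tests, DESeq2 gave 74 differentially expressed miRNAs and the rule of the original DESeq package, which takes the larger of the fitted and the miRNA's own dispersion, gave 38. The replacement of the size factors by total counts gave 69. The rats with the same number in the 2 groups are different animals. Over 370 miRNAs, their deviations from the group means had a mean correlation of 0.153, against -0.0494 for rats with different numbers. Deviations cancel within each group, so that the second mean largely follows from the first and is no separate comparison. The highest of the 16 correlations, 0.338, was that of the rats numbered 4, against -0.00168, 0.149 and 0.125 for those numbered 1, 2 and 3. With the replicate number as a block, 74 miRNAs were differentially expressed, including 54 of the 56. Without the rats numbered 4, 42 miRNAs were differentially expressed, including 41 of the 56.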

Sixty-three miRNAs showed significant changes in their expression level by AA treatment using a cutoff with adjusted p values of < 0.05 and fold change of > 1.5 (Additional file 1: Table S1). 

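Of the 56 miRNAs, 36 were up-regulated and 20 were down-regulated, so that 64.3% were up-regulated. With total counts in place of the size factors, the median log2 fold change of all miRNAs moved from 0.05 to 0.31, and 58 miRNAs were up-regulated and 11 down-regulated, or 84.1% up-regulated. A fold change over 10 together with an adjusted p under 0.05 was found for 11 up-regulated miRNAs. miR-34a rose from 385 ± 73.3 (SD, n = 4) to 8251 ± 2573 (SD, n = 4) normalized counts, a log2 fold change of 4.42 (standard error 0.27, adjusted p = 1.28e-07 from edgeR's quasi-likelihood test). The other 5 members of its family, miR-34a*, miR-34b, miR-34b*, miR-34c and miR-34c*, had log2 fold changes from 3.33 to 3.93, with adjusted p from 2.19e-06 to 2.14e-04 in the same test. All 6 members stayed up-regulated under each of the other settings tried, 21 for miR-34a* and miR-34b and 22 for the others. miR-449a, which is related to the miR-34 family in sequence, rose from 9.31 ± 6.90 to 98.3 ± 31.4 normalized counts (SD, n = 4 each), a log2 fold change of 3.37 (standard error 0.47, adjusted p = 2.85e-04 from edgeR). For all of these miRNAs, every AA-treated rat was above every control rat (exact permutation test, two-sided, p = 0.0286). miR-511* was 19.9-fold and miR-187 11.7-fold higher, and in both the mean rested largely on AA-treated rat 4. This rat had 11412 normalized counts of miR-511* against 996 to 1939 in the other 3 AA-treated rats, and 3364 of miR-187 against 305 to 561. With each rat left out in turn, the log2 fold change stayed between 2.90 and 4.62 for miR-511* and between 2.21 and 3.86 for miR-187. Both were no longer significant with the rule of the original DESeq package, and miR-187 also with robust moderation in edgeR. miR-741-3p was 24.3-fold higher (log2 fold change 4.63, standard error 1.20, adjusted p = 0.0252 from edgeR), with 323 normalized counts in AA-treated rat 1, 4.89 to 56.2 in the other AA-treated rats and 0 to 12.2 in the control rats, a difference with p = 0.0571 in the exact permutation test. With each rat left out in turn, its log2 fold change lay between 2.64 and 6.03. miR-741-3p was no longer significant under 9 of its 21 other settings, among them the replicate block and the fit without AA-treated rat 1. miR-881 had 102, 6, 17 and 2 counts in AA-treated rats 1 to 4 and at most 2 in a control rat. Its ratio of means was at least 10.6 (adjusted p = 0.0223 from edgeR, p = 0.0571 in the exact permutation test). miR-881 was no longer significant under 7 of its 20 other settings. miR-880 had 31, 0, 3 and 0 counts in the AA-treated rats and at most 1 in a control rat. Its ratio of means was at least 2.92, with an adjusted p of 0.133 from edgeR and p = 0.429 in the exact permutation test. Both bounds cover counting in the control rats and not the spread between rats, so that an increase of miR-880 is not established.

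**Figure D1:**
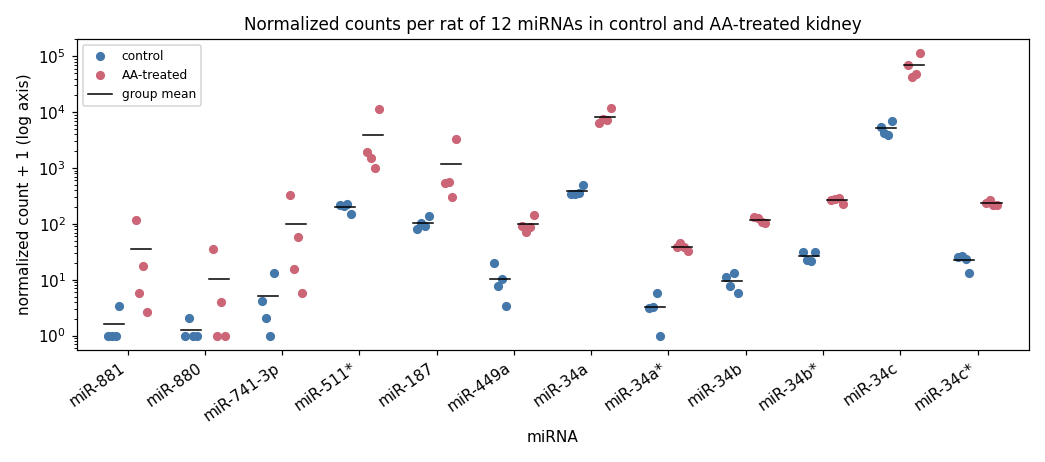
Normalized counts plus 1 (log axis) of 12 miRNAs in each of the 4 control and 4 AA-treated rats, in the order of the rats' numbers from left to right, with the mean of each group as a line. All AA-treated rats lie above the control rats for the 6 members of the miR-34 family, AA-treated rat 4 is highest for miR-511* at 11412 normalized counts, and the means of miR-881, miR-880 and miR-741-3p are drawn up by AA-treated rat 1.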

More up-regulated miRNAs (n = 43) were observed than down-regulated miRNAs (n = 20).rno-miR-881, rno-miR-880, miR-741-3p, miR-511*, miR-187, miR-449a, as well as 6 members of miR-34 family, miR-34a, miR-34a*, miR-34b, miR-34b*, miR-34c, and miR-34c*, showed over 10-fold up-regulation. In contrast, only one miRNA, miR-383, showed more than 10-fold down-regulation. Moreover, the oncogenic miRNA, mir-21 was increased 3.8 fold, whereas the tumor suppressor miRNAs, Let-7e, mir-135a, and mir-375 were decreased by 2.9, 2.7 and 5.9 fold, respectively. 

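miR-383 had 18.2 ± 5.81 normalized counts (SD, n = 4) in the control rats and no more than 2 counts in any AA-treated rat. It was therefore at least 6.55-fold lower after AA treatment, with a log2 fold change of -4.14 (standard error 0.61, adjusted p = 4.16e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each AA-treated rat was below each control rat (exact permutation test, two-sided, p = 0.0286), and the log2 fold change stayed between -4.74 and -3.72 with each rat left out in turn. Of the down-regulated miRNAs with counts above this limit in the AA-treated rats, miR-219-2-3p fell most, from 132 ± 65.7 to 17.0 ± 24.4 normalized counts (SD, n = 4 each), a 7.72-fold decrease with an adjusted p of 0.0252 in the same test. The SD in the AA-treated rats was larger than their mean, so that the size of this decrease is uncertain. miR-219-2-3p was no longer significant under 3 of its 21 other settings.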

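The normalized count of miR-21 was 476470 ± 47788 (SD, n = 4) in the control rats and 1825990 ± 708355 (SD, n = 4) in the AA-treated rats, a 3.83-fold increase with a log2 fold change of 1.94 (standard error 0.27, adjusted p = 2.76e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-135a fell 2.75-fold, from 1061 ± 301 to 385 ± 75.6 normalized counts (SD, n = 4 each), with a log2 fold change of -1.46 (standard error 0.26, adjusted p = 0.00258 from edgeR). miR-375 fell 5.69-fold, from 3653 ± 710 to 642 ± 281 normalized counts (SD, n = 4 each), with a log2 fold change of -2.51 (standard error 0.31, adjusted p = 1.28e-04 from edgeR). For these 3 miRNAs the 2 groups did not overlap (exact permutation test, two-sided, p = 0.0286 each), and the difference passed both thresholds under every other setting tried. let-7e had 10284 ± 2475 normalized counts in the control rats and 11448 ± 3920 in the AA-treated rats (SD, n = 4 each). Its log2 fold change of 0.15 (standard error 0.25, adjusted p = 0.712 from edgeR) was smaller than the spread between rats, and it changed sign to -0.11 in the fit without AA-treated rat 1. let-7e*, the other arm of the same hairpin and the form listed in Table S1, was 2.92-fold lower in the AA-treated rats, with 56.8 ± 36.0 normalized counts in the control rats and 19.4 ± 37.2 in the AA-treated rats (SD, n = 4 each). Its log2 fold change was -1.61 (standard error 1.10, adjusted p = 0.396 from edgeR). AA-treated rats 2 to 4 had less than 1 normalized count each, AA-treated rat 1 had 75.2, control rats 1 to 3 had 60.3 to 83.5 and control rat 4 had 4.89 (exact permutation test, two-sided, p = 0.0857).

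**Figure D2:**
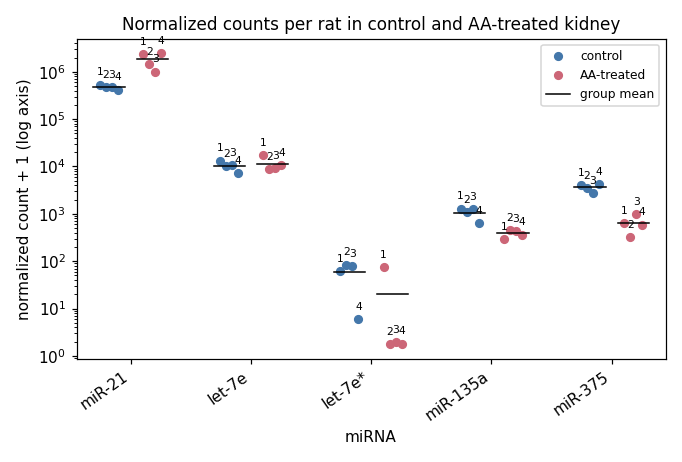
Normalized counts plus 1 (log axis) of miR-21, let-7e, let-7e*, miR-135a and miR-375 in each control and AA-treated rat, labelled with the rat's number, with the mean of each group as a line. The groups are apart for miR-21, miR-135a and miR-375, the values of let-7e overlap, and those of let-7e* divide as control rats 1 to 3 and AA-treated rat 1 against the other 4 rats.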

In order to validate the changes in miRNA expression detected by a deep-sequencing, we conducted quantitative real-time PCR analysis to examine expression levels of six miRNAs including rno-miR-378, rno-miR-182, rno-miR-21, rno-miR-34a, rno-miR-34b, and rno-miR34c. 

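In the sequencing data of the 8 kidneys, 5 of the 6 miRNAs chosen for real-time PCR were differentially expressed, 4 of them up-regulated (miR-21, miR-34a, miR-34b and miR-34c) and 1 down-regulated (miR-378). miR-378 was the most abundant miRNA of each control library. Its normalized count was 4260970 ± 603357 in the control rats and 2459050 ± 338681 in the AA-treated rats (SD, n = 4 each), a 1.73-fold decrease with a log2 fold change of -0.79 (standard error 0.19, adjusted p = 0.0173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change was no longer significant under 5 of the 22 other settings, among them total counts in place of the size factors. miR-34b was present at a far lower level, with 8.55 ± 3.41 and 116 ± 14.6 normalized counts in the control and AA-treated rats (SD, n = 4 each). miR-182 had 59069 ± 13908 normalized counts in the control rats and 62524 ± 31043 in the AA-treated rats (SD, n = 4 each). Its log2 fold change of 0.08 (standard error 0.29, adjusted p = 0.872 from edgeR) was within the spread between rats and changed sign in 5 of the 22 other settings. The real-time PCR measurements were not analysed here.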

The results from the real-time PCR analysis confirmed the sequencing data (Additional file 2: Figure S1).

Finally, 63 miRNA target proteins that were dysregulated in rat kidney were inputted into the Ingenuity database to explore the underlying biological and toxicological functions. The biological function analysis showed that cancer was the top functional category significantly related to these miRNAs, along with organismal injury and abnormalities, which also could result from AA treatment. In total, 31 of the 63 miRNAs were cancer-related (Table 1).

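Of the 31 miRNAs listed as cancer-related under Table S1, 20 were differentially expressed in the deposited counts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 13 of them up-regulated and 7 down-regulated. In 19 of these 20, the 4 AA-treated rats all lay on the same side of the 4 control rats. The remaining one, miR-503, was 2.70-fold higher with 1200 normalized counts in AA-treated rat 3 and 2586 to 6014 in the other AA-treated rats, against 1204 to 1488 in the control rats. The other 11 miRNAs were miR-31, miR-122, miR-191, miR-192, miR-194, miR-205, miR-450a, miR-494, miR-511, miR-542-3p and let-7e*. miR-194 had the smallest adjusted p among them, 0.0515, with a log2 fold change of -0.77 (standard error 0.23) in the same test and all 4 AA-treated rats below the control rats. It passed both thresholds under 10 of its 22 other settings. With the replicate number as a block, miR-191, miR-194 and miR-205 were differentially expressed. miR-192 had 1124300 normalized counts in control rat 4, 328824 to 454738 in the other control rats and 205633 to 388616 in the AA-treated rats, and its adjusted p was 0.168 in the same test. miR-205 had 6373 normalized counts in AA-treated rat 2 and 348 to 618 in the others, with 136 to 805 in the control rats and an adjusted p of 0.0801. miR-511 had no count in any control rat and at most 3 counts in an AA-treated rat, so that no fold change can be given. Table S1 lists its other arm, miR-511*.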

**Table 1:** **IPA analysis of 63 dysregulated miRNAs in rat kidney treated with AA**

**Top networks (score)**	**Top diseases and functions**
Cancer, Organismal Injury and Abnormalities (30)	Cancer
Cancer, Endocrine System Disorders (25)	Organismal Injury and Abnormalities
Cancer, Hematological Disease, Immunological Disease (21)	Reproductive System Disease
Drug Metabolism, Lipid Metabolism, Molecular Transport (8)	Endocrine System Disorders
	Gastrointestinal Disease

### Differentially expressed genes (DEGs) from mRNA sequencing data and their functions

miRNAs regulate the homeostatic level of their target mRNAs. To investigate whether mRNA expression was also changed by AA treatments, the 8 rat kidney samples were analyzed by mRNA deep sequencing analysis in parallel. The short reads were mapped to Ensembl transcripts (RGSC3.4), and a data processing procedure similar to that used for the miRNAs was applied to normalize the raw counts, and to calculate adjusted p values. There were 23939 mRNAs that had detectable expression in these 8 samples. As with miRNA expression in rat kidney, the expression patterns of mRNA were similar within the treatment or control group alone, but distinctly between the two groups in both HCA and PCA analysis (Figure 1B). A total of 6794 richness mRNAs were found to be differentially expressed based on a cutoff of p < 0.05 and fold change > 2, with 4051upregulated and 2743 down-regulated. Ingenuity Pathway analysis (IPA) of both up-regulated and down-regulated genes identified cancer as the top disease and biological function with 1197 up-regulated and 685 down-regulated molecules included (p = 1.48-22E-1.09E-06 and p = 4.95-14E-1.64-02E, respectively). The top canonical pathways included WNT/β-actin, mitochondrial dysfunction and valine degradation. (Additional file 3: Figure S2).

### An integrated multiple profiling reveals a comprehensive regulation of miRNAs on their target expression

In order to search for the targets of its differentiately regulated miRNAs and understand effects of the post-transcriptional regulation of miRNA on gene expression in AA-induced carcinogenesis, we combined proteomic and transcriptomic data to study expression of the miRNA targets that are validated and reported in miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/). This database provides the most current and comprehensive information on experimentally validated miRNA-target interactions and data resources with published studies on the identification of miRNA targets, molecular networks of miRNA targets and systems biology. Specifically, it contains 5224 miRNA targets that are validated by one or more solid experimental methods including luciferase reporter assay, western blot, northern blot, and quantitative real-time analysis. If a gene is targeted by multiple miRNAs, the log2 transformed fold changes of these miRNAs were summed together as the fold changes of the miRNAs.

We initially conducted correlation analysis between the miRNAs vs. mRNAs, miRNAs vs. proteins, and mRNAs vs. proteins in rat kidney treated with AA in relation to the control. There was a very weak correlation between expression of mRNAs versus proteins (R = 0.02, P < 0.001), and miRNAs vs. proteins (R = 0.003, P <0.01), but there was no correlation between miRNA vs. mRNA expression (R = 0.002, P =0.85) (Additional file 4: Figure S3), indicating that regulation by miRNAs on their target genes can be attributed to multiple mechanisms.

Next, we divided our study into two groups including group A, the up-regulated miRNAs and group B, the down-regulated miRNAs, and used an adjusted p < 0.05 and fold changes of < -1.5 or > 1.5 as a cutoff, indicating the difference for all these three variables. According to the response of gene expression in group A, we separated our study into three subgroups: 1) mRNAs and proteins expressed in the same direction including up-regulated (68), down-regulated (39), not changed (191). 2) mRNAs and proteins expressed in the opposite direction including 35 down-regulated mRNAs vs. up-regulated proteins and 17 up-regulated mRNAs vs. down-regulated proteins, and 3) miRNA targeted gene translation indicated by protein up-regulated (74) or down-regulated (37) without a change in mRNA expression, or targeted transcription indicated by mRNA up-regulated (53) or down-regulated (104) without a change in protein expression (Figure 2A).

**Figure 2:**
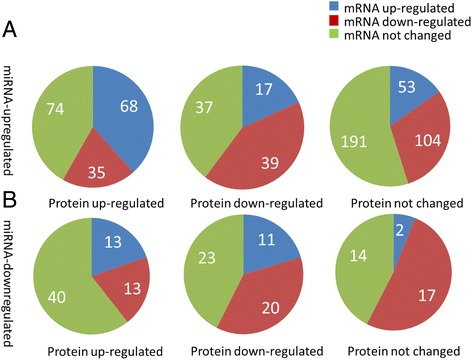
miRNAs regulated their target gene expression. **A**. genome-wide mRNA and protein expression associated with down-regulated miRNAs in rat kidney. We identified 63 dysregulated miRNAs and selected their targets that are validated and reported from miRTarBase and correlated with their mRNA and protein expression. **B**. Genome-wide mRNA and protein expression associated with up-regulated miRNAs in rat kidney.

Similarly, for group B, we separated our study into three subgroups: 1) mRNAs and proteins expressed in the same direction including both up-regulated (13), down-regulated (20), and not changed (14); 2) mRNAs and proteins expressed in the opposite direction including 13 down-regulated mRNAs vs. up-regulated proteins and 11 up-regulated mRNAs vs down-regulated proteins, and 3) miRNA targeted translation indicated by protein up-regulated (40) or down-regulated (23) without a change in mRNA expression, or targeted transcription indicated by mRNA up-regulated (28) or down-regulated (17) without a change in protein expression (Figure 2B).

In summary, miRNAs exhibited a more complex regulation on their target expression, indicated by both repression and activation at levels of transcription and translation. Also, miRNAs affected gene translation without a change in mRNA abundance and vice versa. The correlation of expression between mRNAs and proteins was very weak, indicating that post-transcriptional regulation by miRNAs or other factors are involved in this regulation.

### miRNA-target interaction networks associated with cancer in rat kidney treated with AA

We examined the interactions of miRNA with cancer specific targets that were expressed at the protein level and more related to their functional regulation. We used IPA analysis to pull out all the cancer-related miRNAs' targets from miRarBase and matched with 31 dysregulated miRNAs associated with cancer in rat kidney treated with AA. Therefore, we created miRNA regulation networks that link miRNAs and their targets to AA-induced carcinogenesis in rat kidney. For example, we identified 12 cancer-related targets associated with down-regulated miRNAs. Among these, 9 targets were down-regulated for protein expression and only 3 were up-regulated (Figure 3A). Also, 54 cancer related targets were associated with 13 up-regulated oncogenic miRNAs. Among these, 45 targets were up-regulated for protein expression, and only 9 were down-regulated (Figure 3B). In other words, miRNAs exhibited a bi-directional regulation of their targets and most cancer related target expression had the same direction as the miRNA expression, an unexpected finding.

**Figure 3:**
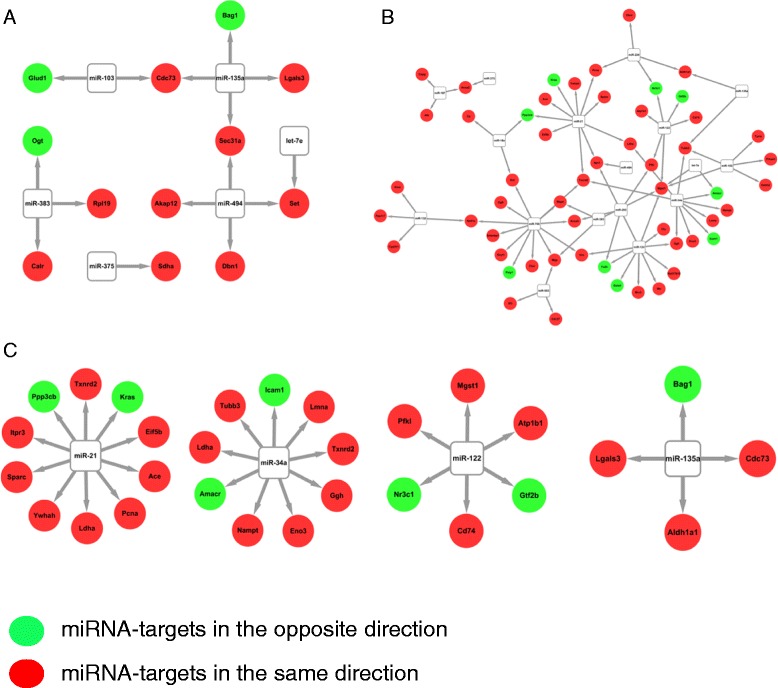
Interaction of miRNAs with their cancer-related protein targets. **(A)** miRNA targets were selected from IPA analysis and matched to miRNAs that were down-regulation. **(B)** miRNA targets matched to miRNAs that were up-regulated. miRNA targets – protein expression that has the same direction indicated by the red color and opposite direction indicated by the green color. **(C)** Highlighted miRNA-target interactions of miR-21, miR-34a, miR-122, and miR-135a.

We next selected several few specific oncogenic miRNAs and examined their targets' expression. 

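Among the 4 miRNAs shown in Fig. 3C, miR-21 and miR-34a were up-regulated and miR-135a was down-regulated in the comparison of the groups, whereas the change of miR-122 rested on a single rat. miR-122 had 7519 normalized counts in AA-treated rat 2 and 10.1 to 42.4 in the other 3 AA-treated rats, each of which was below all control rats. In the control rats it had 735 normalized counts in rat 1 and 60.4 to 90.1 in the others. The ratio of the group means was 7.91, and the log2 fold change was 2.98 (standard error 1.61, adjusted p = 0.283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not differ in the exact permutation test (two-sided, p = 0.857, n = 4 per group). Without AA-treated rat 2, the log2 fold change was -3.38, with an adjusted p of 0.0217 in the same edgeR test, and over the 21 other settings its adjusted p ranged from 7.26e-17 to 0.994. miR-122*, the other arm, was also highest in AA-treated rat 2, at 236 normalized counts, and had no count in the other 3 AA-treated rats.

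**Figure D3:**
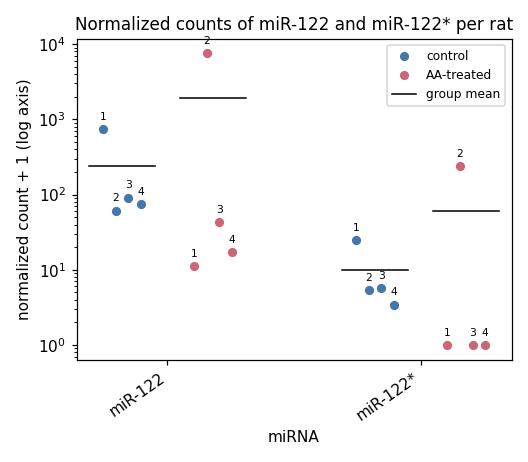
Normalized counts plus 1 (log axis) of miR-122 and miR-122* in each control and AA-treated rat, labelled with the rat's number, with the mean of each group as a line. AA-treated rat 2 is at 7519 normalized counts of miR-122, and the other AA-treated rats lie below the control rats.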

For example, miR-21 was up-regulated in rat kidney. The expression of its target genes Ppp3cb and Kras were down-regulated, but eight target genes including YWHAH, TXNRD2, LDHA, ACE, EIF5B, SPARC, ITPRC, AND PCNA were up-regulated, and these targeted genes are related with several cancer signaling pathways including ERK/MAPK, PI3K/AKT, and 14-3-3 mediated signaling. miR-34a was up-regulated. The expression of its target genes LCAM1 AND AMACR were down-regulated, but 7 out of 9 miR-34a's targets were up-regulated including TUBBS, LDHA, NAMPT, ENO3, GGH, TXNRD2, and LMNA which are associated with mitochondrial dysfunction, DNA damage and repair, and apoptosis (Figure 3C).

## Discussion

The International Agency for Research on Cancer (IARC) has classified herbal remedies containing plant species of the genus *Aristolochia* as human carcinogens (IARC, 2002). In the present study, we profiled the expression of miRNA, mRNA and protein in the kidney of rats treated with a carcinogenetic dose of AA. We also employed an integrative methodology to study the correlations among miRNA, mRNA, and protein expression during AA-induced kidney carcinogenesis. We found that miRNA expression was significantly changed by AA treatment, with 63 altered miRNAs, accounting for 15% of 417 detectable miRNAs. We performed real-time PCR to validate the miRNA expression changes detected by deep-sequencing analysis. Moreover, in a genome-wide analysis, we found that altered miRNA expression had different effects on their target at the levels of both transcription and translation. We further determined that miRNA regulation is associated with both gene repression and activation, which could help us better understand miRNA biology in AA-induced rat kidney tumorigenesis.

miRNA dysregulation is recognized as a driving force in human cancer. Alteration of miRNA expression is commonly observed following exposure to different carcinogens [17,37,38], but the role of miRNAs in AA-induced carcinogenesis was not studied previously. Genetic changes are frequently observed in experimental animal models treated with AA. For example, we have previously shown that AA induces a high frequency of DNA mutations, with A:T → T:A transversion as the predominant mutation type [6]. In addition to the genetic changes induced by AA, we have found that AA treatment result in dysregulation of miRNAs and that half of them are associated with cancer according to IPA analysis. We selected up-regulation of oncogenic miRNAs such as mir-21 as well as down-regulation of the tumor suppressor miRNAs Let-7e, mir-135a, and mir-375 for our analysis. In patients, miR-135a inhibits cancer cell proliferation and exhibits the properties of a tumor suppressor in renal-cell carcinoma [39], while its target oncoprotein BAG-1 increases more than 4 fold as determined by proteomics. A recent study demonstrates that AA treatment altered a number of miRNAs in proximal tubular epithelial cells such as up-regulation of miR-192, miR-194, miR-450a, and miR-542. miR-192 mediated DNA damage response and recapitulated G2/M arrest via repression of murine double-minute 2, a negative regulator of P53 [40]. Similarly, we found that AA treatment increased expression of miR-450a and miR-542, and that AA induced a DNA damage response indicated by up-regulation of miR-34a. It was followed by activation of P53 and the binding P53 to the promoter of miR-34a resulted in mir-34 activation [41]. 

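miR-450a had 1659 ± 150 normalized counts in the control rats and 3301 ± 2118 in the AA-treated rats (SD, n = 4 each), a log2 fold change of 0.99 (standard error 0.34, adjusted p = 0.0949 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AA-treated rat 4 had 6363 normalized counts and the other 3 AA-treated rats 1715 to 3051. The difference passed both thresholds under 5 of the 22 other settings. miR-542-3p rose 1.86-fold, with a log2 fold change of 0.90 (standard error 0.28, adjusted p = 0.0658 from edgeR), and 3 of the 4 AA-treated rats were above all control rats. It passed both thresholds under 4 of the 22 other settings. Its other arm, miR-542-5p, rose 1.81-fold with an adjusted p of 0.175 in the same test. Both genes lie in a group of neighbouring miRNA genes on chromosome X of the GRCr8 rat assembly, together with those of miR-503, miR-322 and miR-351. Of these neighbours, miR-322 was 1.80-fold higher with an adjusted p of 0.0227 in the same test, and lost significance under 7 of its 22 other settings. miR-503 also passed both thresholds, and lost significance under 8 of its 22 other settings (exact permutation test, two-sided, p = 0.143). miR-351 had a log2 fold change of 0.97 (standard error 0.37, adjusted p = 0.135 from edgeR) and passed both thresholds under 3 of its 22 other settings. For miR-34a, the 4 AA-treated rats ranged from 6413 to 12058 normalized counts and the control rats from 336 to 494.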

On the other hand, we did not see any consistency of 9 down-regulated miRNAs as identified in that study. This discrepancy could be explained by the fact that we used an in vivo model to study AA-induced carcinogenesis, which might be affected by many factors such as microenvironment, immune factors, and so on. All of these are not modeled in an in vitro study. It is likely that the carcinogenic effects of AA depend upon the balance between the oncogenic miRNAs and tumor-suppressor miRNAs. Thus, the alterations in these miRNAs might play an important role in promoting tumor development in rat kidney as well as inducing kidney toxicity, suggesting that identifying the miRNA targets involved in these processes are important.

We combined multiple levels of profiling to study miRNA target expression and identified those targets of dysregulated miRNAs that are validated and reported from miRTarBase. Currently, miRNA target identification is primarily based on computational predications that could result in a vast number of targets with errors, raising the problem of identifying functional targets for validation [42]. From our knowledge, this is the first time that this novel approach has been used to study the relationship among three levels of expression of miRNA, mRNA and protein on a genome-wide scale. Even though there might be some missing targets for miRNAs identified in this study in the miRTarBase, we have identified several categories of miRNA-target relationship that might represent general miRNA regulation patterns and the biological operating during AA-induced carcinogenesis.

In general, there are two possible post-transcriptional mechanisms accounting for miRNA regulation of its target genes, mRNA cleavage or translational repression, both of which negatively regulate target expression. If an mRNA target is perfectly or near-perfectly complementary to the miRNA, the mRNA will be cleaved and degraded. mRNA translation also can be repressed. Consequently, we identified a number of miRNA targets that show translational repression or mRNA destabilization or both. On the other hand, a number of miRNA targets identified in this study pair with proteins show expression in opposite direction to the change in miRNA expression, but the mRNA level remains unchanged. This is consistent with previous reports that most animal miRNAs complement their targets imperfectly so they function primarily via translational repression rather than mRNA cleavage and degradation [17].

However, we identified a number of miRNA targets with expression of miRNAs and proteins in the same direction. Moreover, we have discovered a network of miRNAs and their functional target interactions associated with AA-induced tumors that show both directions of miRNA - target regulation and most of them are actually expressed in the same direction. In certain cases miRNAs and their potential targets were observed to have similar expression patterns [43-45]. Such a phenomenon might be explained by counter-regulation of different posttranscriptional mechanisms or possibly the down-regulation of protein production being offset by a feedback mechanism [23]. In this study, it remains intriguing that up-regulation of miRNAs such as miR-21 and miR-34a is associated with activation of their target oncoprotein expression after AA treatment for 12 weeks. It remains unknown how miRNAs could maintain the target overexpression that could be a driving force for AA-induced carcinogenesis. So far, miRNA biology studies mainly have focused on miRNA targets with an opposite regulation or a similar expression with the anti-targets. Our research is based on a genome-wide approach and highlights the importance of considering both sides of miRNA regulation, including translational repression resulting in activation in biological functions and diseases.

Finally, we found that there was only a weak correlation between mRNA and protein expression or even opposite expression for a number of genes. One possibility for this lack of association is the different stability of proteins in the rat [46,47]. For example, the half-life of different proteins varies from minutes to days, but the variability for mRNAs is quite a bit less. Also, post-transcriptional and post-translational regulation might affect protein expression. miRNAs are also likely involved in this process and might regulate gene expression through feedback mechanisms, but the mechanisms for these pathways are largely unknown. However, we do not preclude the possibility that mechanisms may be important including transcriptional factors, translational or posttranslational regulation that would affect miRNA target expression.

In summary, we treated rats with a carcinogenic dose of AA and identified dysregulated expression of 63 miRNAs in rat kidney by performing a deep sequencing analysis. IPA analysis indicated that half of them are associated with cancer. We next selected miRNA targets based on those dysregulated miRNAs and combined miRNA data with the RNA microarray and proteomics data in order to understand miRNA regulation of their targets regulation. The ability to compare miRNA, mRNA, and protein expression in the identical samples defined a comprehensive miRNA regulatory network that indicated RNA destabilization, translational repression and activation.

## Conclusions

We employed global profiling of miRNA, transcriptome, and proteome expression in parallel in order to integrate three biological system levels to better understand AA-induced carcinogenesis in rat kidney. AA induced a number of dysregulated miRNAs that are closely associated with cancer initiation and progression. Moreover, the use of integrated approaches helps us better understand the relationships among expression of miRNAs, mRNAs and proteins with a focus on miRNA regulation on genome-wide repression and activation. We identified a cancer-related network that is associated with miRNA target regulation, primarily regulating translational activation. This novel systematic study provides us information on miRNA target regulation on a genome-wide scale. The study supports application of miRNA expression as a biomarker for identifying the genotoxicity and carcinogenicity of AA and other of unknown exposures.

## Methods

### Animal treatment

The treatment schedule was based on the previous carcinogenicity study of AA that resulted in tumors in kidneys and other tissues [27,28]. Specifically, groups of six 6 week-old male Big Blue rats were treated with AA as its sodium salt at 10.0 mg/kg body weight by gavage (4 ml/kg body weight) 5 times a week for 12 weeks, a treatment protocol that induces tumors in rat kidney. Rats treated with 0.9% sodium chloride on the same schedule were used as control. All animals were sacrificed 1 day after the last treatment. The kidneys were isolated, frozen quickly in liquid nitrogen and stored at −80°C. The rats were obtained from Taconic Laboratories (Germantown, NY) and were originally purchased from Stratagene (La Jolla, CA). AA was purchased from Sigma (St. Louis, MO). The purity of AA was 96% and contained 40% of AAI and 56% of AAII. The recommendations set forth by the NCTR Institutional Animal Care and Use Committee were followed for the handling, maintenance, treatment and sacrifice of the rats.

### miRNA isolation

miRNA isolation was performed as previously described [29]. Briefly, 40–50 mg tissue was cut and mechanically minced using Tissue Tearor (Biospec Products Inc, OK). Total RNA was isolated using a small RNA-retaining protocol that employed an organic extraction followed by glass-fiber immobilization (Ambion, TX). RNA concentration was determined with a Nanodrop ND-1000 spectrophotometer (Thermo Scientific, DE). We used sample-specific chips from 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) to study RNA quality. The RNA integrity was expressed as RNA integrity number (RIN). We used samples for RNA express array and deep sequencing with high qualities that had a RIN > 8.0.

### Sequencing analysis of miRNA expression

The small RNA library construction and deep sequencing were carried out at the University of Texas Southwestern Medical Center Microarray Core Facility. Samples were prepared using the Illumina Small RNA Sample Prep Kit and following the small RNA v1.5 sample preparation guide. Approximately 10 μg of total RNA was used for small RNA library construction. The v1.5 sRNA 3’ and SRA 5’ adaptors (Illumina, USA) were added to both ends of the small RNA. The 3’ and 5’ ligated RNAs were used as templates for reverse transcription followed by PCR amplification. The enriched cDNA constructs were loaded onto to 6% TBE PAGE gel and the bands containing the 22–30 nt RNA fragments (93–100 nt in length with both adapters) were cut and purified. The concentrations of the libraries were determined using a NanoDrop ND-1000 spectrophotometer and the size and purity were determined using an Agilent 2100 Bioanalyzer in combination with the Agilent DNA 1000 Kit. The purified DNA was used directly for cluster generation and sequence analysis using the Illumina Genome Analyzer II (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions (36 cycle single read cluster kit v4 and sequence kit v4). The image files generated by the sequencer were then processed to produce digital-quality data. After masking of the adaptor sequences and removal of contaminated reads, clean reads were processed for computational analysis. The read numbers for the 4 AA-treated and 4 control animals reached 17.1, 17.1, 16.3, 22, and 16.5, 16.4, 16.7, 19.7 millions, which provided enough coverage depth for miRNA profiling analysis. The miRNA sequencing data was deposited into GEO database with the access number GSE54338.

### Sequencing analysis of mRNA expression

mRNA sequencing was done with an Illumina Genome Analyzer II platform by following the corresponding manufacture protocols. Briefly, poly-A mRNA was isolated from total RNA with Sera-Mag Magnetic Oligo (dT) beads, and fragmented into small pieces using divalent cations under elevated temperature. RNA fragments were then used to synthesize the first and second strand cDNAs using reverse transcriptase and random primers. The ends of cDNA were blunted in an “end repair” reaction with T4 DNA polymerase and Klenow DNA polymerase. An “A” base was then added to the 3’ end of the blunt phosphorylated DNA fragments, which was used to ligate to the Illumina adapter with a single “T” base overhang at its 3’ end. After the ligation reaction, a size range of cDNA templates was selected and amplified on a cluster station with the single-read cluster generation kit v2. Finally, cDNA template clusters were sequenced on an Illumina Genome Analyzer II platform with SBS Sequencing Kit v3. Each RNA sample was sequenced in one lane, generating over 16 million reads of 36 bases long per sample. Base-calling was done by Bustard [48], and sequence analysis was performed with Gerald (http://support.illumina.com/content/dam/illumina-support/documents/myillumina/a557afc4-bf0e-4dad-9e59-9c740dd1e751/casava_userguide_15011196d.pdf). The mRNA sequencing data was deposited into GEO database with the access number GSE21210.

### Mapping of miRNA and mRNA short sequencing reads

We used the miRanalyzer webserver [30] for detection of known miRNAs (http://www.mirbase.org/). The required input in read/count format was generated by means of the provided groupReads.pl perl script. For both analysis steps, conversion of fastq to read/count and analysis of the miRNA expression profiling, we used the default parameters of the programs. To detect differentially expressed genes, we proceeded as following: (i) download all Ensembl transcripts in fasta format (RGSC3.4); (ii) align the reads with Bowtie [31] using a seed alignment of 18 nt and allowing 1 mismatch. Initially we retained the best 10 alignments (−−best --strata) by performing a seed extension to find the best alignment(s) as described in the miRanalyzer paper. Finally we accepted the alignments if equal or less than the 9 best alignments (after the seed extension) existed. (iii) We calculated the read count for each reference sequence (Ensembl transcript). Note that by doing so, a read with multiple mappings will contribute to the total read count of several transcripts. Another way would be to distribute the read count equally over the multiple mapped transcripts (dividing the read count of an ambiguously mapped read by the number of mappings). However, this would lead to non-integer read counts which might cause inappropriate mismatches between mRNAs and microRNAs in DESeq. Moreover, we are interested in differentially expressed mRNA and therefore the effect of the multiple mapping treatments will cancel out between the two conditions.

### Data normalization and selection of differentially expressed miRNAs (DEMs) and differentially expressed genes (DEGs)

We used the DESeq bioconductor package to detect differentially expressed miRNAs and mRNAs [31]. miRanalyzer incorporates a differential expression module based on DESeq. For the mRNA sequencing data, we built an expression matrix with raw read counts of all transcripts and conditions that are input for DESeq.

### Classification of miRNA and mRNA expression profile

All of the detectable miRNAs were applied to PCA [49] and HCA [50] to determine the global effects of AA treatment on miRNA expression. The analysis was done within ArrayTrack™, an FDA-developed software package for managing, analyzing, and interpreting microarray gene expression data [51]. The sequencing data were normalized to let each sample have the same number of reads of 1 million, log2 transformed, and scaled (letting all the genes have the mean of 0 and standard deviation of 1 across the 8 samples) prior to analysis. PCA were conducted using the autoscaled method. For HCA, the distance matrix was calculated using the Euclidean method and the dendrogram was linked with average algorithm.

### Functional analysis of the DEMs

The functional relevance of the DEMs was analyzed within IPA systems (http://www.ingenuity.com/), an online functional analysis software that annotates the genes in terms of biological functions. Also, we used IPA to pull out cancer related miRNAs and cancer-related miRNA targets from miRTarBase and link them together. Fisher’s exact test was used to evaluate the function changes. A function with a p-value < 0.05 was considered as significantly affected by the AA treatment.

### Proteomic analysis of protein changes in rat kidneys

The proteomic analysis of the same set of rat kidneys for miRNA/mRNA profiling was performed at Center for Proteomics, National Center for Toxicological Research (NCTR) by following a standard procedure as detailed in a previous study [52]. Briefly, proteomes of rat kidney were quantitatively analyzed using trypsin catalyzed ^16^O/^18^O labeling in conjunction with two-dimensional liquid chromatography separation and tandem mass spectrometry (2DLC-MS/MS). More than 9000 unique peptide sequences, were identified and quantified. The false discovery rate (FDR) was estimated to be < 2% at the peptide level for these peptide datasets as a result of a reversed protein sequence database search. Evaluation of quantification errors and statistic analysis was performed for the identification of reliable protein expression changes as a result of AA treatment. p < 0.05 to define differentially expressed proteins.

## Additional files

Additional file 1: Table S1. The differentially expressed microRNAs in AA-treated rat kidney. Additional file 2: Figure S1. TaqMan confirmation of 6 microRNA expressions determined by NGS. Six microRNAs, which have low, middle, or high expression levels, significant or non-significant expression changes, and down or up change directions, were selected to do TaqMan real-time PCR. Shown here are the fold changes detected by two technologies. Additional file 3: Figure S2. IPA analysis of differential mRNAs treated with AA in rat kidney. (A) The canonical pathway of 4051 upregulated genes. (B) The canonical pathway of 2743 downregulated genes. Additional file 4: Figure S3. Correlation among miRNAs, mRNAs, and proteins. We conducted genome-wide correlation analyses of expression changes between mRNAs vs. protein, miRNA vs. mRNA, and miRNA vs. protein in kidney in rats treated with AA. The Graphpad Prism 5.1 was used for this analysis. We calculated the correlation coefficient R and P value. P < 0.05 indicates significant difference.

## Abbreviations

AA: Aristolochic Acid
microRNA: miRNA
DEM: Differentially expressed miRNA
DEG: Differentially expressed genes
PCA: Principal component analysis
HCA: Hierarchical clustering analysis
IPA: Ingenuity Pathway Analysis

# Supplementary material for: Integrated microRNA, mRNA, and protein expression profiling reveals microRNA regulatory networks in rat kidney treated with a carcinogenic dose of aristolochic acid
**Source:** BMC Genomics. 2015 May 8;16(1):365. doi: 10.1186/s12864-015-1516-2
**Supplement:** Additional file 1: Table S1. — The differentially expressed microRNAs in AA-treated rat kidney.

**Supplementary Table 1. The differentially expressed microRNAs in AA-treated rat kidney**

Note:1) Mean_CTL and Mean_AA refer to the mean value of DESeq-normalized read counts for 4 control and 4 AA-treated samples. 

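The mean normalized counts and fold changes of all 63 miRNAs of Table S1 were recomputed from the deposited counts with median-of-ratios size factors. All 63 had the direction given in the table, and no fold change differed from the paper's by more than 0.304%. For 9 of the 63, all rats of one group had at most 3 counts, so that the ratio of means is only bounded by the depth. An adjusted p under 0.05 and a fold change over 1.5 were found for 47 of the 63 miRNAs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 16 were let-7e*, miR-31, miR-122, miR-122*, miR-187*, miR-191, miR-192, miR-194, miR-205, miR-224*, miR-449c-5p, miR-450a, miR-494, miR-542-3p, miR-880 and miR-3085, with adjusted p from 0.0515 for miR-194 to 0.396 for let-7e*. In 3 of these 16, all AA-treated rats lay on the same side of all control rats. miR-449c-5p, with a ratio of means over 10, had at most 2 counts in a control rat. Computed against 3 counts, its ratio was at least 1.88, a bound that leaves out the spread between rats. Its adjusted p was 0.0593 in the same test, with p = 0.0571 in the exact permutation test.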

Fold change is equal to Mean_AA / Mean_CTL when Mean_AA is larger than Mean_CTL or -(Mean_CTL/Mean_AA) when Mean_AA is less than Mean_CTL. 2) Among the 63 DEM, 31 was cancer related. These includes rno-miR-708, rno-miR-542-3p, rno-miR-511, rno-miR-503, rno-miR-494, rno-miR-450a, rno-miR-383, rno-miR-375, rno-miR-34a, rno-miR-31, rno-miR-224, rno-miR-223, rno-miR-21, rno-miR-205, rno-miR-194, rno-miR-192, rno-miR-191,rno-miR-18a, rno-miR-187, rno-miR-148b-3p, rno-miR-146b, rno-miR-142-3p, rno-miR-140*,rno-miR-135a, rno-miR-132, rno-miR-130b, rno-miR-129-2*, rno-miR-124, rno-miR-122, rno-miR-103, rno-let-7e*.

# Supplementary material for: Integrated microRNA, mRNA, and protein expression profiling reveals microRNA regulatory networks in rat kidney treated with a carcinogenic dose of aristolochic acid
**Source:** BMC Genomics. 2015 May 8;16(1):365. doi: 10.1186/s12864-015-1516-2
**Supplement:** Additional file 2: Figure S1. — TaqMan confirmation of 6 microRNA expressions determined by NGS. Six microRNAs, which have low, middle, or high expression levels, significant or non-significant expression changes, and down or up change directions, were selected to do TaqMan real-time PCR. Shown here are the fold changes detected by two technologies.

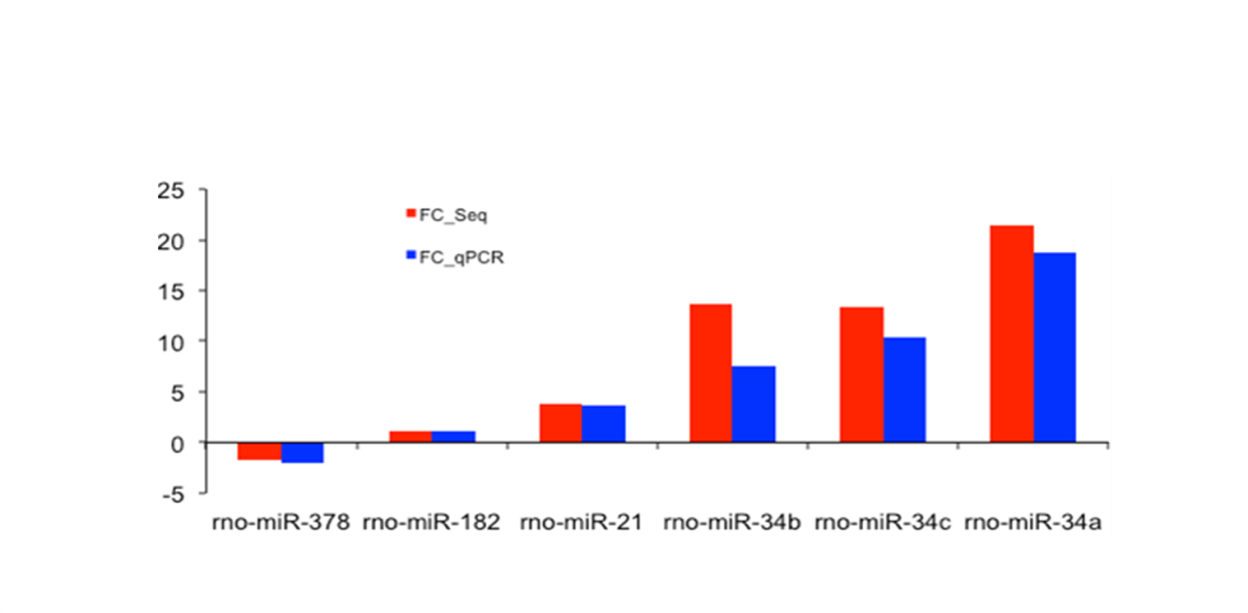

Supplementary Figure1. TaqMan confirmation of 6 microRNA expressions determined by NGS. Six microRNAs, which have low, middle, or high expression levels, significant or non-significant expression changes, and down or up change directions, were selected to do TaqMan real-time PCR. Shown here are the fold changes detected by two technologies. (From the file “Sig miRNAs_qPCR confirmation_20110302.xls “)

# Supplementary material for: Integrated microRNA, mRNA, and protein expression profiling reveals microRNA regulatory networks in rat kidney treated with a carcinogenic dose of aristolochic acid
**Source:** BMC Genomics. 2015 May 8;16(1):365. doi: 10.1186/s12864-015-1516-2
**Supplement:** Additional file 3: Figure S2. — IPA analysis of differential mRNAs treated with AA in rat kidney. (A) The canonical pathway of 4051 upregulated genes. (B) The canonical pathway of 2743 downregulated genes.

A

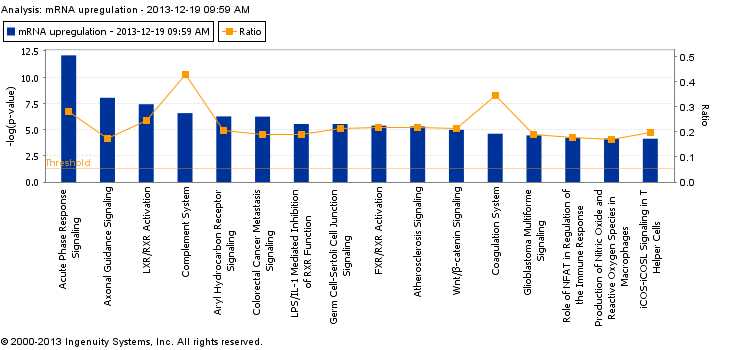

B

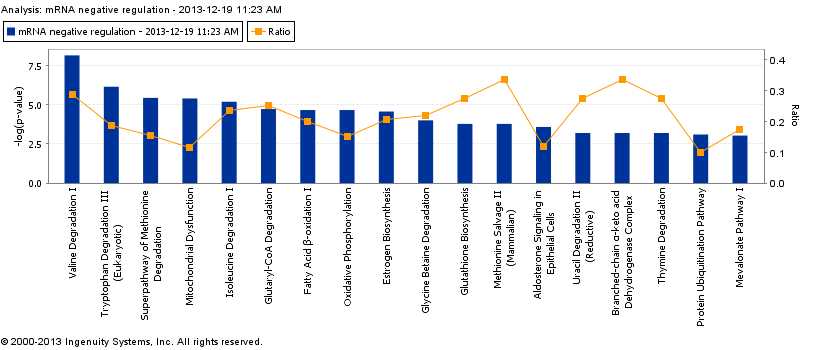

Supplementary Figure 2. IPA analysis of differential mRNAs treated with AA in rat kidney. (A) The canonical pathway of 4051 upregulated genes. (B) The canonical pathway of 2743 downregulated genes.

# Supplementary material for: Integrated microRNA, mRNA, and protein expression profiling reveals microRNA regulatory networks in rat kidney treated with a carcinogenic dose of aristolochic acid
**Source:** BMC Genomics. 2015 May 8;16(1):365. doi: 10.1186/s12864-015-1516-2
**Supplement:** Additional file 4: Figure S3. — Correlation among miRNAs, mRNAs, and proteins. We conducted genome-wide correlation analyses of expression changes between mRNAs vs. protein, miRNA vs. mRNA, and miRNA vs. protein in kidney in rats treated with AA. The Graphpad Prism 5.1 was used for this analysis. We calculated the correlation coefficient R and P value. P < 0.05 indicates significant difference.

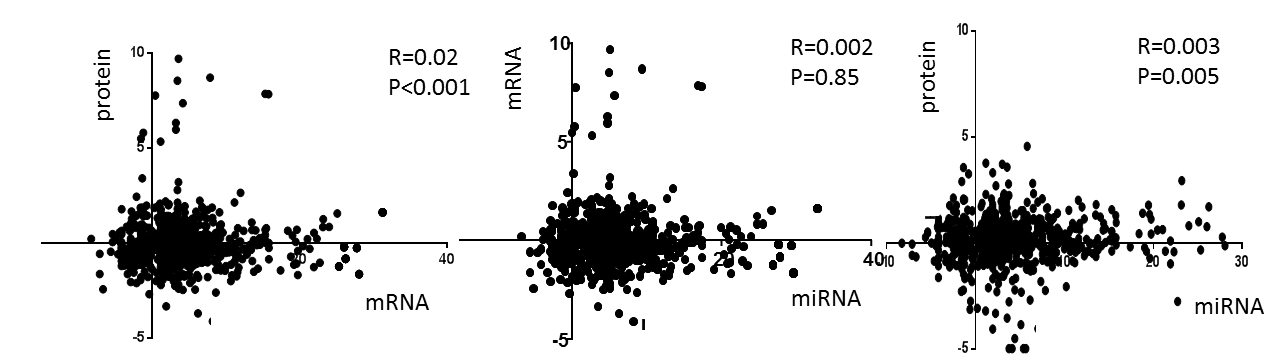

Supplementary Figure 3. Correlation among miRNAs, mRNAs, and proteins. We did genome-wide correlation analyses of expression changes between mRNAs vs. protein, miRNA vs. mRNA, and miRNA vs. protein in kidney in rats treated with AA. The Graphpad Prism 5.1 was used for this analysis. We calculated the correlation coefficient R and P value. P<0.05 indicates significant difference.

How the deposited data were processed for this re-analysis (not part of the article)

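Small RNA from the kidneys of 4 AA-treated and 4 control rats was sequenced, with 1 library per rat. The authors masked the adaptor sequences, removed contaminated reads, grouped identical reads and assigned them to the known rat miRNAs of miRBase release 16 with the default parameters of the miRanalyzer webserver. The values the authors deposited are whole-number read counts per mature miRNA and rat, without normalization or pooling. Groups and rat numbers were taken from the sample labels and the paper, and every column of the table belonged to 1 of the 8 rats. The mRNA sequencing, the proteomic data and the real-time PCR data were not analysed here.

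From these counts, median-of-ratios size factors were computed, and the 620 miRNAs were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with no covariate, all 8 rats and Benjamini-Hochberg adjustment. A miRNA was taken as differentially expressed with an adjusted p under 0.05 and a ratio of the mean normalized counts of the groups over 1.5. The numbers of miRNAs past a fold change threshold use this ratio as it is. Where the 4 rats of a group all had at most 3 counts, the fold change printed for a single miRNA was computed against 3 counts and given as a lower bound. Single values were compared with exact permutation tests over the 70 labelings of the 8 rats, and relations across miRNAs with 100000 permutations. Clustering and PCA used counts scaled to 1000000 per rat, log2 transformed with a pseudocount of 1 and scaled for each miRNA to a mean of 0 and an SD of 1, with Euclidean distances and average linkage. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for these steps and the figures.

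The alternatives were TMM normalization, total counts, DESeq2 1.42.0, the rule of the original DESeq package, robust moderation in edgeR, limma-voom with limma 3.58.1, 2 filters on low counts, other fold change thresholds, a replicate block, a term for the rats numbered 4, leaving out each rat or both rats numbered 4, and other pseudocounts, scalings, linkages and distances. The rat numbers used for the block come from the sample labels, and rats with the same number are different animals.

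The tests were tested on simulated data made from the means and depths of the real libraries. Of 193 simulated miRNAs with a known change, the quasi-likelihood test recovered 72.5%, and of the 117 with a mean of at least 10 counts it recovered 98.3%. Of its calls in this simulation, 2.78% were false. In a separate simulation of 601 miRNAs with no change, it made 1 call.

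The depth of 13412373 to 15616670 counts per rat was similar in both groups, and for miRNAs at the floor of 3 counts it bounds the fold change only from below. The miRNAs named were fixed by a rule. They were those the paper names in the statements at hand, those of Table S1 that did not pass both thresholds, the 5 with the smallest p among those passing outside Table S1, and the other arm where the paper's text and Table S1 name different arms. Other miRNAs that the text singles out, such as miR-219-2-3p, miR-322, miR-351 and miR-542-5p, were chosen after their values were seen. Names and neighbouring genes were taken from the gene table of the GRCr8 assembly, to which 586 of the 620 miRNAs were matched, and no coordinates are given because the deposited table names no genome build.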

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

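The tests on miR-122, let-7e* and the cluster of miR-881 were chosen only after the results were seen, whereas that with a testis miRNA was chosen before. For each miRNA named and each group of 4 rats, the gap between the most extreme rat and its nearest neighbour was divided by the range of the group. This ratio passed Dixon's critical value for 4 samples in 19 of 115 groups. For normally distributed values, chance gives about 1 in 20, or 5.75. The ratio is 1.000 by construction where only 1 rat of a group has counts, as for miR-881 in the control rats. The excess over 5.75 therefore carries no weight. The extreme rats were control rats 1, 2, 3 and 4 in 3, 2, 1 and 4 groups and AA-treated rats 1, 2 and 4 in 4, 3 and 2 groups.

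The ratio was 1.000 for miR-881 in the control rats, where only rat 4 had counts, and 0.866 in the AA-treated rats, where rat 1 was highest. It was 1.000 for miR-880 in the control rats, where a single count in rat 2 set it, 0.915 for miR-880 in the AA-treated rats and 0.839 for miR-741-3p in the AA-treated rats, both with rat 1 highest. The 3 genes lie in a cluster of 10 miRNA genes on chromosome X. The other 8 miRNAs of the cluster in the table summed to 52.7 normalized counts in AA-treated rat 1, 0.780 in rat 2, 5.92 in rat 3 and 0.814 in rat 4. A shared change of the cluster ranked 2 of the 4 AA-treated rats as miR-741-3p did, and the other 2 rats were at the floor of 3 counts, so that their order carries no information. RNA from testis could not be assessed, since its marker miR-202 was at 0 normalized counts in AA-treated rat 1 and had at most 2 counts in any rat. AA-treated rat 4 had 6 counts of miR-741-3p, within the range of the control rats, which had at most 10. AA-treated rats 2 and 3 had 19 and 57, more than any control rat, so that the pattern is not confined to rat 1. It cannot be told apart from RNA of testis in these samples.

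The ratio was 0.909 for miR-511* and 0.916 for miR-187 in the AA-treated rats, both with rat 4 highest. Both lost significance with the rule of the original DESeq package, and miR-187 also with robust moderation in edgeR. No explanation for the high values of this rat was tested.

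For miR-122 the ratio was 0.996 in the AA-treated rats, with rat 2 highest, and 0.956 in the control rats, with rat 1 highest. For miR-122* it was 1.000 in the AA-treated rats and 0.893 in the control rats, with the same rats highest. An effect of AA shared by the rats cannot be assessed from the mean, since 1 AA-treated rat was above every control rat and sets it, while the other 3 were below every control rat. Reads shared with another miRNA would leave the other arm unchanged, and miR-122* was 3.13% of miR-122 in AA-treated rat 2 and 3.44% over the other 7 rats. RNA from liver in that sample, where miR-122 is abundant, remains possible and was not tested for lack of a list of other liver miRNAs. The high value of this rat cannot be told apart from it.

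For let-7e* the ratio was 0.997 in the AA-treated rats, with rat 1 highest. An effect of AA shared by the rats cannot be assessed from these values, in which 3 of the 4 AA-treated rats were below every control rat. No technical explanation for the values of control rat 4 and AA-treated rat 1 was tested.

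The remaining ratios were 0.840 for miR-34a in the control rats (rat 4 highest), 0.842 for miR-192 in the control rats (rat 4 highest), 1.000 for miR-449c-5p in the control rats (rat 3, at most 2 counts), 0.914 for miR-205 in the control rats (rat 2 highest), 0.955 for miR-205 in the AA-treated rats (rat 2 highest), 0.934 for miR-146b in the control rats (rat 1 highest) and 0.841 for miR-425 in the control rats (rat 4 lowest). For miR-34a and miR-146b, all AA-treated rats were above the extreme control rat. No biological or technical explanation was tested for these single values.

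Outside Table S1, 9 miRNAs passed both thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of them higher and 5 lower after AA treatment, by 1.68-fold to 2.05-fold and with adjusted p from 0.0219 to 0.0455. The 5 with the smallest p were miR-15b*, miR-221, miR-125b*, miR-204 and miR-425. They lost significance under 3, 6, 8, 10 and 9 of their 22 other settings, in that order. The paper does not report these 9 miRNAs as changed, and no explanation for them was tested.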

How the results depend on the processing

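Most alternatives were set before the data were examined. The fitted dispersion alone in the rule of the original DESeq package, DESeq2 without its filters, the fold change against a floor of 3 counts and the 417 most abundant miRNAs were added after seeing the data.

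The number of differentially expressed miRNAs, 56, stayed within 1.5 times under all 18 other settings that kept all rats or left out both rats numbered 4, ranging from 38 with the rule of the original DESeq package to 74 with DESeq2 and 74 with the replicate block. The number of Table S1 miRNAs among them was 47 and ranged from 32 to 54. Leaving out each rat in turn gave 40 to 62 differentially expressed miRNAs, 24 to 44 up-regulated, 14 to 25 down-regulated, 37 to 54 of Table S1, 8 to 15 up more than 10-fold, and 1 to 3 down more than 10-fold. Of the 56, DESeq2 called all 56 and the rule of the original DESeq package 36.

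With total counts in place of size factors, 58 miRNAs were up-regulated and 11 down-regulated, against 36 and 20, and the share up-regulated was 84.1% against 64.3%. A fold change over 2 left 12 down-regulated miRNAs. The number of miRNAs up more than 10-fold was 11, 7 with the rule of the original DESeq package, 6 among miRNAs with at least 10 counts in every sample, 16 with total counts and 16 with the fitted dispersion alone. By the ratio of means itself, the number down more than 10-fold was 1, miR-383, and 0 with edgeR's filterByExpr and with at least 10 counts in every sample, both of which leave miR-383 out of the test. It was also 0 with the fold change against a floor of 3 counts, where miR-383 has a lower bound of 6.55-fold, so that a fall of more than 10-fold is not shown at this depth. The cause of the other shifts was not tested.

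Requiring at least 10 counts in every sample left 305 of the 620 miRNAs detected. Of 8 samples, 5 were in the branch of their own group, 8 when the miRNAs were centred but not scaled and 8 with 1 minus the Pearson correlation. The number was 4 of 6 samples without both rats numbered 4, and 4 to 5 of 7 samples with each rat left out in turn. A division of a single sample from all others gives these same numbers, so that they carry little weight. The share of variance on PC1 was 33.2%, 53.8% when centred but not scaled, 40.2% with at least 10 counts in every sample, 39.4% for the 417 most abundant miRNAs and 33.5% to 38.4% with each rat left out in turn. The share between the groups was 29.0%, and 28.8% to 32.6% with each rat left out. This share was 49.8% when centred but not scaled, 34.9% with at least 10 counts in every sample and 34.1% for the 417 most abundant miRNAs. Without both rats numbered 4 it was 34.4%, with an exact permutation p of 0.1, the smallest that 10 splits allow. The cause was not tested.

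Of 1152 alternative values of 54 named miRNAs, 997 kept direction and significance, 83 values of 14 miRNAs lost significance, 60 values of 15 miRNAs gained it and 12 values of 4 miRNAs changed sign. The log2 fold change of rno-let-7e was 0.15, -0.11 without AA-treated rat 1, and -0.11 to 0.30 with each rat left out. The log2 fold change of rno-miR-182 was 0.08, -0.00113 with the replicate block, -0.016 with a term for the rats numbered 4, -0.21 without both of these rats and -0.31 to 0.25 with each rat left out. The log2 fold change of rno-miR-122 was 2.98, -0.51 with limma-voom, -1.33 with the replicate block and -3.38 to 4.66 with each rat left out. The log2 fold change of rno-miR-122* was 2.72, -1.61 with limma-voom, -0.016 with the replicate block and -6.16 to 3.88 with each rat left out. For miR-122 and miR-122* the lowest values came without AA-treated rat 2. The cause of the other sign changes was not tested.

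The depth limits the rare miRNAs. In simulated data, every changed miRNA had a log2 fold change of 2, up or down. The quasi-likelihood test recovered 98.3% of those with a mean of at least 10 counts and 72.5% of all of them. Recovery of smaller changes was not simulated.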

Differences from the paper's values

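With average linkage of Euclidean distances on scaled log2 values, 5 samples were in the branch of their own group, against the paper's 8. Of the alternatives set before the data were examined, centring without scaling and 1 minus the Pearson correlation gave 8, and complete linkage, the other pseudocounts, the filter on low counts and median-of-ratios size factors gave 5. The fits with rats left out held fewer than 8 samples and cannot be set against the paper's number. For Let-7e the fold decrease was 0.898 against the paper's 2.9, and none of the alternatives set before the data were examined closed the gap. The other arm, let-7e*, had a 2.92-fold lower mean.

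The paper lists 63 miRNAs in Table S1 as differentially expressed, and 16 of them did not pass both thresholds here. The calls that follow are those in the direction of Table S1. Of these 16, the 12 called with the rule of the original DESeq package with fitted dispersion only, a setting chosen after seeing the values, were miR-880, miR-449c-5p, miR-122, miR-3085, miR-122*, miR-187*, miR-205, miR-224*, miR-450a, miR-31, miR-494 and let-7e*. DESeq2 called miR-187*, miR-450a, miR-542-3p, miR-191, miR-194 and miR-494, and without its filters, a setting chosen after seeing the values, miR-187*, miR-191 and miR-194. Total counts called miR-449c-5p, miR-187*, miR-205, miR-450a and miR-542-3p. TMM normalization called miR-187*, and the rule of the original DESeq package miR-494. Robust moderation in edgeR called miR-449c-5p and miR-194, limma-voom miR-449c-5p, miR-187* and miR-194, and filterByExpr miR-191 and miR-194. At least 10 counts in every sample called miR-194, as did the 417 most abundant miRNAs, chosen after seeing the values. The replicate block called miR-205, miR-191 and miR-194, and the term for the rats numbered 4 miR-187*, miR-191 and miR-194.

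With rats left out, miR-205 was called without control rat 2, miR-449c-5p without control rat 3, and miR-187*, miR-205, miR-191, miR-194 and let-7e* without AA-treated rat 1. Without AA-treated rat 2, miR-880, miR-450a and miR-542-3p were called in that direction, whereas miR-122 and miR-122* passed both thresholds in the opposite direction. Without AA-treated rat 3, the miRNAs called were miR-449c-5p, miR-3085, miR-187*, miR-205, miR-224*, miR-450a and miR-542-3p. No setting called miR-192.

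The paper names miR-880 among the miRNAs with the largest increases, and its adjusted p here was 0.133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper states that miR-450a and miR-542 increased, and their adjusted p values were 0.0949 and, for miR-542-3p, 0.0658 in the same test. The list of cancer-related miRNAs names miR-511, which had at most 3 counts in any rat.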

Other observations

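The tests on the rats numbered 4, on the dispersion and on other splits of the rats were chosen only after the results were seen, whereas those on leukocytes, hairpin arms and neighbouring genes were chosen before.

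miR-142-3p, miR-223, miR-146b and miR-511* were higher after AA treatment. RNA from infiltrating leukocytes may raise them together, and of 5 other leukocyte miRNAs 4 were in the table. Their mean log2 level was 10.75 ± 0.01 (SD, n = 4) in the control rats and 10.81 ± 0.18 (SD, n = 4) in the AA-treated rats, and did not differ (exact permutation test, two-sided, p = 0.657, n = 4 per group), and 2 of the 4 AA-treated rats were above all control rats. miR-142-5p, 1 of these 4 and the other arm of miR-142-3p, had a log2 fold change of 0.26 (adjusted p = 0.632 from edgeR's quasi-likelihood test). The log2 fold change was 0.52 for miR-150 (adjusted p = 0.133 in the same test), -0.14 for miR-146a and -0.30 for miR-342-3p. The mean thus averages moves in opposite directions and does not decide for or against leukocytes. Kinds of leukocyte were not tested separately, and other cell types were not tested.

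The arms were compared in 106 hairpins, those with both arms in the table at a mean of at least 10 normalized counts. Their log2 fold changes had a Pearson correlation of 0.853 (permutation p = 1e-05, the smallest that 100000 permutations can give). The Spearman correlation was 0.692 with the same p. These are correlations across miRNAs, which are not independent replicates. Without the miR-34 family the Pearson correlation was 0.726 over 103 hairpins, and without the 2 hairpins farthest from the median it was 0.784. The arms had the same direction in 79 of the 106 hairpins. A change of the whole hairpin, by transcription or processing, is a candidate explanation that this test is consistent with.

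Log2 fold changes of 162 pairs of miRNAs from genes within 10 kb of each other differed by 0.39 on average, against 1.08 for random pairs (permutation p = 1e-05, the smallest possible here), and 145 of the 162 pairs had the same direction. The test covered 225 hairpins. Many of the 162 pairs come from 1 group of neighbouring genes on chromosome 6, from miR-379 to miR-410, where all log2 fold changes were negative. These pairs are not independent, and the test was not repeated without them. Shared transcription of neighbouring genes may explain the closeness of 0.39, and reads shared between related sequences of the same cluster were not tested as another explanation.

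The rats numbered 4 stood apart from the others on PC2 in both groups. AA-treated rat 4 had 15616670 counts on miRNAs, above the mean of the other AA-treated rats by 1474065. The total of control rat 4 differed from the mean of the other controls by -1413361. The counts on miRNAs thus moved in opposite directions. The paper lists its largest read numbers, 22000000 for AA and 19700000 for control, last in each group without naming the rats. Depth before mapping could therefore not be compared for the rats numbered 4. The deviations of these 2 rats from their group means had a correlation of 0.338, the highest of the 16 pairs of a control and an AA-treated rat, with 0.241 the next. A batch shared by the rats numbered 4 may explain this, but the correlation partly restates their position on PC2 and does not test it.

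Of the 16 miRNAs of Table S1 that did not pass both thresholds, 12 passed when the rule of the original DESeq package used the fitted dispersion only, and 1 passed when it used the larger of the fitted and the miRNA's own dispersion. This is consistent with a dependence of these calls on how the spread of the single miRNA enters the test. In a simulation of 601 miRNAs with no change, the fitted dispersion gave 5 calls, against 1 with the larger dispersion.

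The 8 rats can be split into 4 and 4 in 35 ways. The real split gave 56 differentially expressed miRNAs, and of the others 1 gave a single call, let-7e*, and none gave more. Among the 8 splits that part all same-numbered pairs, 1, the real split, gave as many differentially expressed, up-regulated or down-regulated miRNAs, and as many up or down more than 10-fold. With 8 splits the share cannot fall under 0.05, so that this count carries no weight either way. Over all 35 splits, 1, the real split, gave as many differentially expressed, up-regulated or down-regulated miRNAs, and as many up more than 10-fold. This does not hold for the 1 miRNA down more than 10-fold. In the split with the single call, let-7e* also passed 10-fold, and direction is arbitrary in a relabelled split.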
